A study of Rattus norvegicus with 20 samples. Its data were reported in "Two-way learning with one-way supervision for gene expression data" (2017).

How the data were processed

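Total RNA from snap-frozen liver of 20 male rats was extracted with TRIzol and RNeasy columns with a DNase step, and 100 ng per rat was labelled and hybridised to Affymetrix Rat Gene arrays, 1 array per rat. The labels name 4 groups of 5 biological replicates, and the rats were housed in single cages on a reverse cycle of 12 h light and 12 h dark with free access to food. The deposited table holds log2 values of 36685 probe sets that the authors made by RMA, which corrects the background, quantile normalises the arrays and summarises the probes of each probe set. The version of RMA and the genome build of the annotation are not given in the sources used here, so no coordinates are printed. Values fit a log2 scale (−0.24 to 12.25), no array was a copy of another, and array medians lay between 2.36 and 2.53. No background or detection call was used here, and a change of a gene near the low end of the scale is compressed.

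Gene names came from the platform annotation table, and 15653 probe sets had an entry in it. Of these, 14824 had 1 gene symbol and 829 had several, while 21032 were unnamed here. The gene identifiers of 14670 probe sets were found in the RefSeq gene table of rat assembly GRCr8, which was used for names only and changed no symbol. Probe sets with several symbols were not used. For the 234 genes with more than 1 probe set, the one with the highest mean over the 20 arrays stood for the gene. Of 14557 genes, 9481 lay above the array's percentile 50 over all probe sets in at least 5 arrays and were tested, and 5076 were left out by this filter. No probe set with a single symbol stood for Pparg, Lepr or Sirt1, so their mRNA was not analysed here.

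Group means were compared with limma 3.58.1 in R 4.3.3, with all 20 arrays in a single fit and no covariate (16 residual and 5.40 prior degrees of freedom, median residual SD 0.242). Tests were two-sided moderated tests, adjusted by Benjamini and Hochberg over all genes tested, and called at an adjusted p under 0.05. Gene lists written for liver metabolism, stress, inflammation and cell types were tested with camera at a preset inter-gene correlation of 0.01 when at least 5 members were tested (30 lists). Camera with the correlation estimated per list and fry were run beside it. The shift toward lean was the covariance over genes of the lean minus obese and the treated minus obese differences, divided by that of the lean minus obese difference with itself. Each of these covariances was averaged over splits of the obese arrays into separate parts, so that no array entered both sides. Its p came from exact permutation of labels, and its SE from a jackknife over arrays.

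Genes were named by a rule: up to 10 genes with the highest and 10 with the lowest fold change among called genes whose groups did not overlap (5 and 5 for rosiglitazone against resveratrol), leaving out symbols of unnamed loci, predicted genes, microRNAs and odour or vomeronasal receptors. Where fewer than 10 passed, the 10 with the smallest p were named instead. Up to 4 members of each described list by smallest p and a fixed set of PPARgamma, leptin and sirtuin genes were named too. The groups, tests, lists, naming rule and alternatives were set before the data were examined, except where the text says otherwise. The fit was tested on simulated data, with independent genes and the same SD of a gene in every group. With 200 of 9481 genes changed between 5 and 5 arrays, it recovered 40.8% of genes changed by 0.5 on the log2 scale. Of those changed by 1 and 1.5 it recovered 91.2% and 98.9%, with 5.11% false among calls (mean of 10 draws). The simulation held no correlated genes and no group of wider spread, so these rates need not hold for obese against lean livers.

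Alternatives covered no filter, a filter at percentile 75 or on the mean, quantile normalisation repeated, arrays centred on their median, only the compared groups in the fit, a mean-variance trend, array weights, the replicate number as a block, the mean of a gene's probe sets, all probe sets, a fold of at least 1.5, an adjusted p under 0.01, and leaving out each array in turn. Lean control arrays 1 and 3 both left out, and a clock score as a covariate, were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.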

Results

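Liver gene expression was measured on Affymetrix Rat Gene arrays in male Zucker diabetic fatty (ZDF) rats, a strain in which animals that carry a defective leptin receptor become obese and diabetic. The 20 arrays fell into 4 groups of 5 rats: lean controls kept on chow, obese rats kept on the stock diet for 6 weeks, and rats given rosiglitazone or resveratrol. Rosiglitazone is an insulin-sensitising drug that activates the nuclear receptor PPARgamma, and resveratrol is a plant polyphenol studied for its effects on sirtuin and AMP kinase signalling. The labels give the treated rats neither a dose nor a body type, and the time of day of tissue collection is not given in the sources used here. The values are log2 expression from −0.24 to 12.25, with array medians from 2.36 to 2.53. Of 14557 genes named by a single symbol, 9481 were above the middle of the array in enough rats to be tested. Pairwise Pearson correlations between arrays over the tested genes ran from 0.947 to 0.982, and the number of arrays limits the precision.

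Lean livers separated from the others along the first principal component, which held 18.4% of the variance. Lean control rats 1, 2, 4 and 5 lay between −27.9 and −10.2 on it, while lean control rat 3, at 0.81, lay among the obese rats (−2.87 to 12.8). The second component, with 11.6%, placed the rosiglitazone livers (5.00 to 20.0) above all obese (−13.8 to −1.14) and all resveratrol livers (−14.4 to 1.59).

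**Figure D1:**
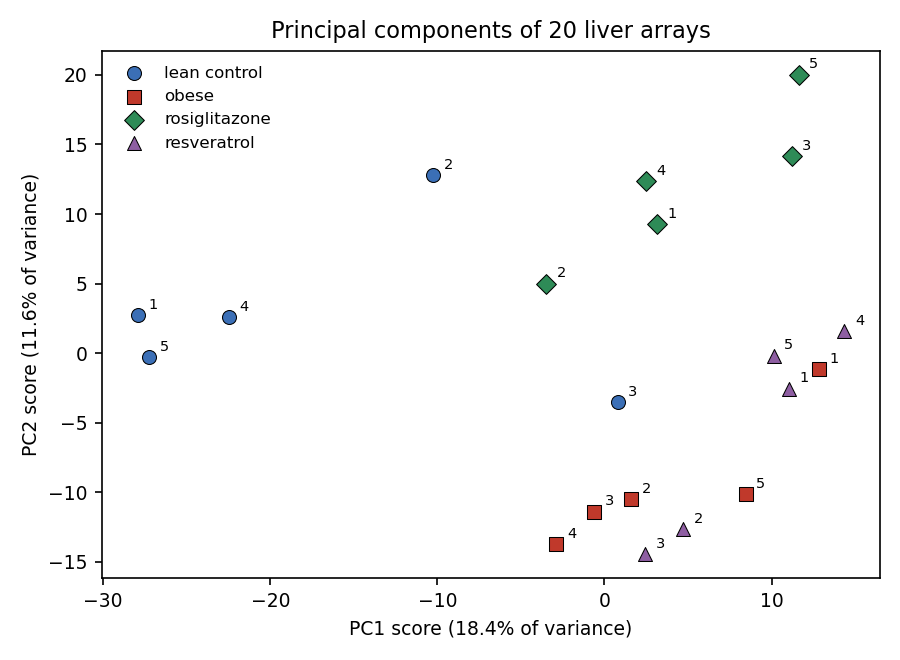
Position of each of the 20 livers on the first (18.4% of variance, horizontal) and second (11.6%, vertical) principal component of log2 expression, 1 point per rat, coloured by group. Lean control rat 3 (0.81 on the first component) lies among the obese rats, and the rosiglitazone livers lie above the obese and resveratrol livers on the second.

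The comparison of obese with lean livers asks how hepatic transcription differs in the diabetic model. Socs2, a growth hormone-induced inhibitor of cytokine signalling, was lower in obese livers (2.07 ± 0.21 against 5.45 ± 1.68 on the log2 scale, mean ± SD, n = 5 rats per group here and below; log2 fold change −3.38, SE 0.50, limma adjusted p = 0.00499). The obese mean lies below the array medians, where background was not measured, so the size of this fold change is uncertain. The same holds for Spc24 (2.34 in lean livers), and for Igfbp2 (2.08) and Fabp4 (2.31) against resveratrol livers below. The orphan nuclear receptor Nr4a1 (4.04 ± 0.48 against 7.13 ± 0.92; log2 fold change −3.10, SE 0.46, adjusted p = 0.00499) and the hepatic transcription factor Onecut1 (3.71 ± 0.37 against 6.37 ± 0.99; −2.66, SE 0.41, adjusted p = 0.00541) were also lower. Irs2, the docking protein that passes the insulin signal on in hepatocytes, fell by 1.36 on the log2 scale (SE 0.26, adjusted p = 0.0155), and the gluconeogenic coactivator Ppargc1a fell by 1.60 (SE 0.38, adjusted p = 0.0294). Higher in obese livers were the fatty acid transporter Cd36 (8.22 ± 0.08 against 6.66 ± 0.91; 1.56, SE 0.31, adjusted p = 0.0165), the lipogenic transcription factor Srebf1 (6.81 ± 0.36 against 5.55 ± 0.65; 1.26, SE 0.26, adjusted p = 0.0195), the pantetheinase Vnn1 (1.62, SE 0.34, adjusted p = 0.0194) and the lipid droplet protein Cidec (0.72, SE 0.15, adjusted p = 0.0194).

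Among the remaining named genes, Spc24 (1.21), Pde8b (1.06), Src (0.91), Bmp7 (0.91), Steap3 (0.90), Itpka (0.84) and Acot13 (0.79) were higher in obese livers, and Obp3 (−1.75), Prtfdc1 (−1.52), Il1a (−1.43), Nr4a2 (−1.38), Serpina3c (−1.25) and Ctdspl (−0.996) were lower, with adjusted p of at most 0.0294. The lipid droplet coat protein Plin2 (1.58, SE 0.65, adjusted p = 0.197), Angptl4 (1.21, adjusted p = 0.196), Pdk4 (0.60, adjusted p = 0.683) and Fabp4 (0.05, adjusted p = 0.939) did not pass. In all, 172 of 9481 genes differed by limma at an adjusted p under 0.05, 65 higher and 107 lower in obese livers. Lean control rat 3 weighed on this count, which was 517 without that array (284 higher and 233 lower, so that more genes were higher than lower). The count was 59 without lean control rat 4, 61 without lean control rat 2, 65 without lean control rat 1, 88 without obese rat 5, 98 without obese rat 1 and 108 without obese rat 4. Of 35 passing genes named for this comparison, 14 passed whichever array was left out (C1qa, Cd36, Cd4, Il1a, Irs2, Nr4a1, Obp3, Onecut1, Pde8b, Prtfdc1, Serpina3c, Socs2, Srebf1 and Vcam1), and the other 21 reached an adjusted p of up to 0.112. With only the lean and obese rats in the fit, 24 of the 35 did not pass, among them 6 of these 14 (C1qa, Cd36, Cd4, Pde8b, Srebf1 and Vcam1, with adjusted p of 0.0511 to 0.0536). Lean control rat 1 ended 19 of these calls, lean control rat 2 ended 16, lean control rat 4 ended 15, obese rat 5 ended 13, obese rat 4 ended 12, obese rat 1 ended 11, obese rat 3 ended 9, lean control rat 5 ended 8 and obese rat 2 ended 7 when left out.

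**Figure D2:**
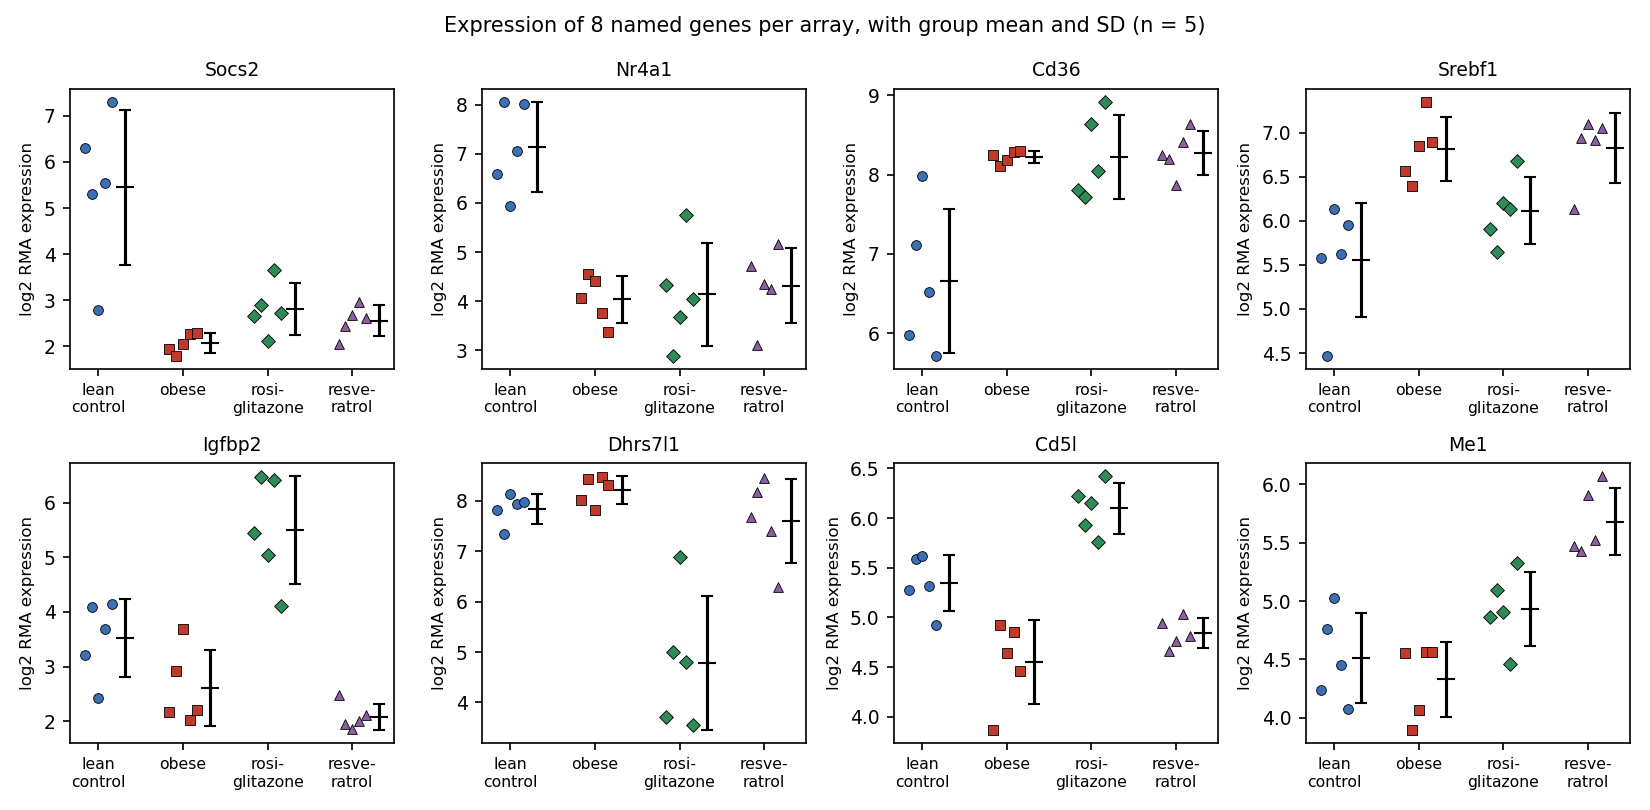
Log2 expression (vertical) of named genes in each liver, 1 point per rat and 1 column per group, with the group mean and its SD as an error bar beside the points (n = 5). Mean Socs2 is 5.45 in lean and 2.07 in obese livers, Cd5l is raised from obese (4.55) to rosiglitazone livers (6.10), and Me1 from obese (4.33) to resveratrol livers (5.68).

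Endothelial markers were lower in obese livers. Of 12 tested endothelial markers, Lyve1 (−0.55, SE 0.12, adjusted p = 0.0251) and Cdh5 (−0.51, SE 0.13, adjusted p = 0.0379) passed over all genes and 8 were lower adjusted over the list alone. The median log2 fold change was −0.47 (camera adjusted p = 1.64e-07, and 0.0414 with an estimated correlation). Markers of macrophages and Kupffer cells, the resident macrophages of the liver, had a median of −0.42 in 23 genes (adjusted p = 7.10e-09, but adjusted p = 0.145 with an estimated correlation). The complement component C1qa (−0.56, SE 0.10, adjusted p = 0.0133), the Fc receptor chain Fcer1g (−0.54) and the Kupffer cell protein Cd5l (−0.79) passed, and 14 were lower and 1 higher adjusted over the list alone. Among 10 lymphocyte and neutrophil markers Cd4 was lower (−0.68, SE 0.13, adjusted p = 0.0165; 0 higher and 1 lower adjusted over the list alone), and the list had a median of −0.32 (adjusted p = 0.00325, but adjusted p = 0.145 with an estimated correlation). Without the filter on low values the list held 23 genes, with a median of −0.09, and did not pass (adjusted p = 0.0562). Which cells the Cd4 transcripts came from was not tested.

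Genes of fatty acid oxidation lay higher in obese livers in 33 of 34 cases, with a median of 0.43, although Vnn1 alone passed over all genes and 13 were higher adjusted over the list alone (adjusted p = 5.19e-11, but adjusted p = 0.416 with an estimated correlation). Oxidative phosphorylation genes had a median of 0.22 in 37 genes, with Cox6a1 (0.38) and Ndufs7 (0.43) passing and 7 higher and 1 lower adjusted over the list alone (adjusted p = 1.74e-09, but adjusted p = 0.387 with an estimated correlation). Growth hormone and male-pattern genes had a median of −0.49 in 14 genes, with Socs2 and Obp3 lower and the steroid hydroxylase Cyp2a1 higher (0.45, adjusted p = 0.0404). Over that list alone 3 were higher and 7 lower (adjusted p = 0.0157, but adjusted p = 0.145 with an estimated correlation; median −0.35 and adjusted p = 0.0462 with the clock score described below as a covariate). Endoplasmic reticulum stress genes had a median of −0.29 in 19 genes with Xbp1 (−0.85) and Chac1 (−2.05) lower (3 lower adjusted over the list alone), and cholesterol synthesis genes a median of −0.41 in 15 genes with Idi1 lower (−1.49; 4 lower adjusted over the list alone). Their adjusted p were 0.00179 and 0.0101, but adjusted p = 0.416 and 0.474 with an estimated correlation, and the cholesterol list did not pass without lean control rat 5 (adjusted p = 0.0518) or obese rat 5 (adjusted p = 0.0609). Lipid droplet genes (median 0.16 in 20 genes), inflammatory cytokine genes (median −0.37 in 19 genes) and insulin signalling genes (median −0.19 in 19 genes) passed with camera's preset correlation and not with an estimated one. The cytokine list did not pass without lean control rat 5 (adjusted p = 0.229) or obese rat 5 (0.0609). The insulin list did not pass without lean control rat 2 (adjusted p = 0.0724), lean control rat 5 (0.0673), obese rat 2 (0.0539) or obese rat 5 (0.0609). Of 30 lists tested, 11 passed with the preset correlation, 1 with an estimated correlation and 6 with fry.

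The comparison of rosiglitazone with obese livers asks how livers of rats given the PPARgamma agonist differed. Macrophage markers rose: of 23 genes, 12 were higher over all genes and 19 adjusted over the list alone, with a median of 0.62 (camera adjusted p = 9.22e-25, and 0.00848 with an estimated correlation). Cd5l, which Kupffer cells secrete, rose from 4.55 ± 0.42 in obese to 6.10 ± 0.26 in rosiglitazone livers (log2 fold change 1.55, SE 0.18, limma adjusted p = 4.77e-05). The phagocytic receptors Vsig4 (1.27, SE 0.19, adjusted p = 0.000849) and Marco (1.66, SE 0.32, adjusted p = 0.00772) and the lysosomal protein Cd68 (0.88, SE 0.14, adjusted p = 0.00132) rose too. In the lymphocyte and neutrophil list Cd4 (0.94, SE 0.13, adjusted p = 0.000424) and the antigen presentation chaperone Cd74 (1.04, SE 0.21, adjusted p = 0.0125) rose, with 4 of 10 genes higher adjusted over the list alone and a median of 0.38 (adjusted p = 6.84e-06, and 0.0142 with an estimated correlation). The median was 0.14 in the 23 genes present without the filter (adjusted p = 0.00547). Which cells the Cd4 and Cd74 transcripts came from was not tested, so a change in lymphocytes or neutrophils is not shown.

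Cholesterol synthesis genes rose with rosiglitazone. Of 15 genes 8 were higher over all genes and 11 adjusted over the list alone, with a median of 0.65 (adjusted p = 3.81e-17, and 0.0142 with an estimated correlation). They included Hsd17b7 (6.17 ± 0.54 against 4.42 ± 0.29; 1.76, SE 0.21, adjusted p = 0.000104), Tm7sf2 (1.35, SE 0.25, adjusted p = 0.00584), Msmo1 (1.67, SE 0.31, adjusted p = 0.00584) and Sc5d (0.55, SE 0.10, adjusted p = 0.00372). Acute phase proteins, which hepatocytes secrete in inflammation, rose by a median of 0.32 in 16 genes, with 3 higher over all genes and 8 adjusted over the list alone (adjusted p = 1.21e-08, and 0.0142 with an estimated correlation). The protease inhibitor A2m (3.40, SE 0.80, adjusted p = 0.0334), the signal transducer Stat3 (0.85, adjusted p = 0.0400) and the lipopolysaccharide-binding protein Lbp (1.13, SE 0.29, adjusted p = 0.0478) passed, but each lost the call without any of several single arrays, rosiglitazone rat 5 among them (adjusted p = 0.0952, 0.115 and 0.136). Growth hormone and male-pattern genes fell by a median of −0.20 in 14 genes, 3 of them lower over all genes and 3 adjusted over the list alone (adjusted p = 0.00290, and 0.0306 with an estimated correlation). These were the male-specific cytochrome P450 Cyp2c11 (8.01 ± 0.88 against 9.57 ± 0.33; −1.56, SE 0.32, adjusted p = 0.0151), Obp3 (5.30 ± 0.89 against 7.56 ± 0.46; −2.25, SE 0.35, adjusted p = 0.00131) and the IGF-binding subunit Igfals (−0.83, SE 0.18, adjusted p = 0.0228).

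**Figure D3:**
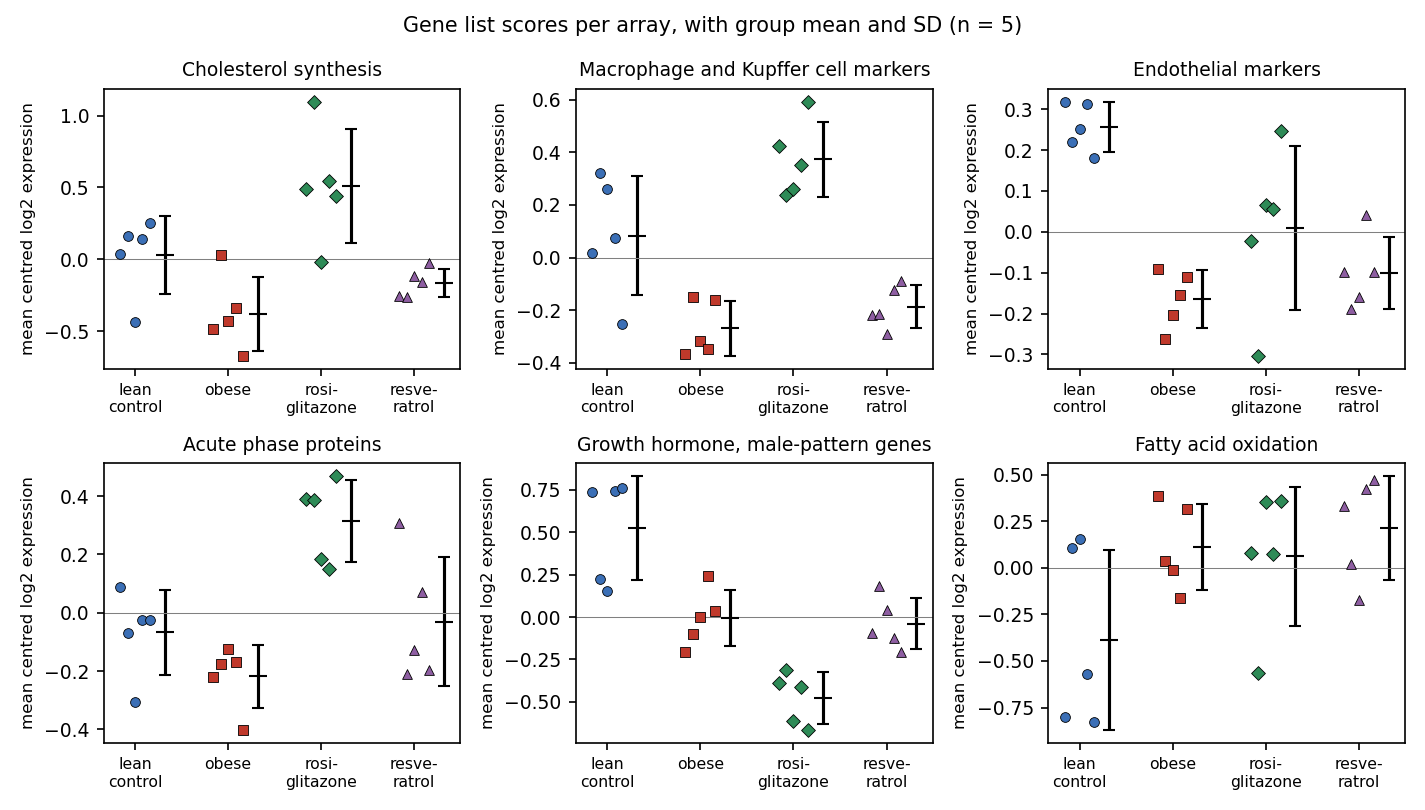
Mean score of gene lists (vertical, log2 units relative to each gene's mean over the 20 arrays) in each liver, 1 point per rat and 1 column per group, with the group mean and its SD as an error bar beside the points (n = 5). The macrophage and cholesterol synthesis scores are higher in rosiglitazone than in obese livers, where the lists' median log2 fold changes were 0.62 and 0.65.

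The IGF-binding protein Igfbp2 was 2.89 higher on the log2 scale with rosiglitazone (5.50 ± 0.99 against 2.60 ± 0.70, SE 0.40, adjusted p = 0.000327), and the metabolite repair enzyme Echdc1 was 1.58 higher (4.90 ± 0.27 against 3.31 ± 0.15, SE 0.15, adjusted p = 8.72e-06). The dehydrogenase Dhrs7l1 fell by 3.42 (SE 0.45, adjusted p = 0.000310) and Nr0b2, the nuclear receptor that represses bile acid synthesis, fell by 1.88 (SE 0.36, adjusted p = 0.00723). The PPARgamma target Fabp4 rose from 2.47 ± 0.20 to 3.47 ± 0.22 (0.9998, SE 0.20, adjusted p = 0.0108), whereas Cd36 (0.00, adjusted p = 0.999), Cidec (−0.29, adjusted p = 0.445), Plin2 (0.22, adjusted p = 0.939), Angptl4 (0.04, adjusted p = 0.992), Pdk4 (0.44, adjusted p = 0.865) and Ppargc1a (0.67, adjusted p = 0.504) did not pass. The obese mean of Fabp4 lies within the range of array medians (2.36 to 2.53), so the size of its change is uncertain. The antioxidant gene Hmox1 was higher (1.27, SE 0.21, adjusted p = 0.00221). The antioxidant response list as a whole lay lower, with a median of −0.11 in 24 genes (camera adjusted p = 0.0126, but adjusted p = 0.508 with an estimated correlation). The remaining named genes that were higher were Serpina7 (2.31), Pla1a (1.64) and Fgl1 (1.46), and those that were lower were Nat8f2 (−1.59), Ces2h (−1.30), Ces1f (−1.28), Akr7a3 (−1.28), Pde8b (−1.20) and Rps26l1 (−1.18), with adjusted p of at most 0.0474.

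In all, 142 genes differed between rosiglitazone and obese livers by limma, 99 higher and 43 lower. The count was 69 without obese rat 3, 74 without rosiglitazone rat 4, 80 without obese rat 4 or obese rat 5, 82 without obese rat 2, 84 without rosiglitazone rat 1 and 85 without rosiglitazone rat 5. Of 38 passing genes named here, 25 passed whichever array was left out, and 13 did not when rosiglitazone rat 5 was left out (A2m, Ces2h, Cyp1a1, Cyp3a9, Gsta2, Igfals, Lbp, Nat8f2, Nqo1, Rps26l1, Serpina7, Stat3 and Vwf, with adjusted p of up to 0.136). The 9 lists that passed with the preset correlation became 5 with an estimated correlation. The 4 that did not hold were oxidative phosphorylation (median −0.15 in 37 genes, adjusted p = 9.78e-05, but adjusted p = 0.675 with an estimated correlation), the antioxidant response, xenobiotic metabolism and endothelial markers (median 0.10). Even with the preset correlation the endothelial list did not pass without rosiglitazone rat 5 (adjusted p = 0.218), rosiglitazone rat 4 (0.0784), rosiglitazone rat 3 (0.0717) or obese rat 2 (0.0936). The xenobiotic list did not pass without rosiglitazone rat 5 (0.240) or obese rat 2 (0.0547), nor the antioxidant list without obese rat 4 (0.0510).

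Genes lower in obese than in lean livers were among those higher in rosiglitazone than in obese livers. Of 107 genes lower in obese than lean livers, 23 were among the 99 higher with rosiglitazone than in obese livers, C1qa, Cd5l, Fcer1g, Cd4, Vcam1 and Idi1 among them. Both comparisons use the same obese rats. Independent lists of these sizes would share 1.12 genes. Unchanged groups were simulated by shuffling all 20 arrays after group means were removed. Their shared group was thus not drawn from the obese rats alone. These groups shared 0 genes, but at most 0.02 genes were called on average in 100 simulations, so this value could hardly differ from 0. With the obese rats split between the comparisons, fewer genes were called (on average 13.4 lower in obese and 29.1 higher with rosiglitazone in 20 splits). These shorter lists shared 1.10 genes on average (0 to 3), where independent lists of their sizes would share 0.0296. Pde8b and Src were higher in obese livers and lower with rosiglitazone, 2 genes against 0.295 for independent lists. With the obese rats split, 3.70 and 9.45 genes were called on average and 0 were shared, where independent lists would share 0.00329, too few for a test. The covariance of the fold changes over genes was −0.0279, against a mean of −0.0156 in simulated unchanged groups. The simulations ran from −0.0298 to −0.00319, a range that holds the observed value. With the obese rats split the covariance was −0.0141 on average (−0.0204 to −0.00160). The correlation was −0.388, against a mean of −0.478 in the simulations.

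The comparison of resveratrol with obese livers asks how livers of rats given the polyphenol differed. Me1, the malic enzyme that supplies NADPH for fatty acid synthesis, was 1.35 higher on the log2 scale with resveratrol (5.68 ± 0.29 against 4.33 ± 0.32, SE 0.19, limma adjusted p = 0.00641). No other gene passed, while 505 genes had an unadjusted p under 0.05 and chance would give 474. Me1 passed whichever array was left out. Next by p, and not passing, were Irs4 (0.67, adjusted p = 0.116), Uqcc2 (−1.06), Rpl32l3 (−0.77), Mmp23 (0.70), Ltbp3 (0.59) and Anxa5 (0.57, each with an adjusted p of 0.172), Cdkl4 (0.57) and Cuedc1 (0.55, both 0.178) and Csad (0.89, adjusted p = 0.181). Cd36 (0.05, adjusted p = 0.995), Fabp4 (−0.16, adjusted p = 0.970), Pdk4 (0.54, adjusted p = 0.970), Ppargc1a (−0.20, adjusted p = 0.991), Cidec (0.06), Plin2 (0.21) and Angptl4 (0.17) did not pass.

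All 16 genes of de novo lipogenesis had positive fold changes with resveratrol, with a median of 0.33, Me1 passing over all genes and 3 higher adjusted over the list alone (camera adjusted p = 1.42e-06, but adjusted p = 0.221 with an estimated correlation). The elongase Elovl6 stood at 1.51 (SE 0.48, adjusted p = 0.737). Bile acid genes had a median of −0.24 in 14 genes, led by the oxysterol hydroxylase Cyp7b1 (−0.89, SE 0.21, adjusted p = 0.229), with 1 lower adjusted over the list alone (adjusted p = 0.000676, but adjusted p = 0.221 with an estimated correlation). Of 19 inflammatory cytokine genes 15 were positive with a median of 0.25 and 4 had an unadjusted p under 0.05 (adjusted p = 0.00131, but adjusted p = 0.356 with an estimated correlation). Acute phase (median 0.15), cholesterol synthesis (0.17), lipid droplet (0.14) and lymphocyte genes (0.15) lay higher, and xenobiotic (−0.11) and amino acid genes (−0.11) lower, with the preset correlation and not with an estimated one. Without the filter the lipid droplet (adjusted p = 0.0908) and lymphocyte lists (0.258) did not pass. The 9 lists that passed became 5 without resveratrol rat 5, where cholesterol synthesis (adjusted p = 0.1004), lipid droplet (0.136), lymphocyte (0.104) and amino acid genes (0.430) did not pass. Without obese rat 5 the cholesterol (0.248) and lymphocyte lists (0.115) did not pass, nor did the lipid droplet list without obese rat 4 (0.285), or the amino acid list without obese rat 3 (0.240), resveratrol rat 4 (0.0992), obese rat 4 (0.0561) or obese rat 2 (0.0505), and both of these lists stood at 0.05 without resveratrol rat 1.

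The direct comparison of rosiglitazone with resveratrol asks where livers of the 2 treated groups differ. Macrophage markers were higher with rosiglitazone, 10 of 23 over all genes and 18 adjusted over the list alone, with a median of 0.52 (camera adjusted p = 3.46e-21, and 0.0175 with an estimated correlation). Among them were Cd5l (1.25, SE 0.18, limma adjusted p = 0.000717), Aif1 (0.97, SE 0.17, adjusted p = 0.00488), Cd68 (0.75, adjusted p = 0.00716) and Vsig4 (0.96, adjusted p = 0.0126). Igfbp2 stood at 5.50 ± 0.99 with rosiglitazone and 2.08 ± 0.24 with resveratrol (3.42, SE 0.40, adjusted p = 8.87e-05, of uncertain size since the resveratrol mean lies below the array medians), Pla1a was 1.91 higher (SE 0.22, adjusted p = 8.87e-05), Echdc1 1.35 higher (SE 0.15, adjusted p = 8.87e-05) and Fabp4 1.16 higher (SE 0.20, adjusted p = 0.00488). Obp3 (−1.99, SE 0.35, adjusted p = 0.00565), Ces1f (−1.33, SE 0.18, adjusted p = 0.000347), the zinc transporter Slc39a4 (−1.22), Aldh1l2 (−1.13), Akr7a3 (−1.11) and Igfals (−0.99) were lower with rosiglitazone. Serpina7 (2.49, adjusted p = 0.0241) and Sqle (1.71, adjusted p = 0.0393) were higher but lost the call without resveratrol rat 3 (adjusted p = 0.0632 and 0.0640) and without other single arrays, as did Hmox1 (0.94) and Sc5d (0.42, adjusted p = 0.114 without resveratrol rat 3).

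Cholesterol synthesis genes were higher with rosiglitazone than with resveratrol, 3 of 15 over all genes and 11 adjusted over the list alone (median 0.60, adjusted p = 5.50e-12, but adjusted p = 0.0600 with an estimated correlation), with Hsd17b7 at 1.26 (SE 0.21, adjusted p = 0.00488). Lipogenesis genes were lower in this comparison (median −0.41 in 16 genes, 2 lower adjusted over the list alone, adjusted p = 0.00517, but adjusted p = 0.535 with an estimated correlation; 0.0851 without resveratrol rat 5 and 0.0514 without rosiglitazone rat 3), and Me1 (−0.75, SE 0.19, adjusted p = 0.0768) did not pass. Of 9 lists that passed with the preset correlation, 1 held with an estimated correlation and 4 passed with fry. In all, 84 genes differed by limma, 49 higher and 35 lower with rosiglitazone. The count was 43 without resveratrol rat 3, 45 without resveratrol rat 2, 46 without rosiglitazone rat 4, 47 without rosiglitazone rat 1 and 55 without resveratrol rat 1.

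Treated livers were set against lean ones to ask how far they differed. The labels give the treated rats no body type, and the study's paper, which describes an intervention in diabetic rats, names no treated group, so these differences and those from obese rats are not shown to come from the treatment alone. Cd36 was above lean livers in both treated groups (1.57 with rosiglitazone, SE 0.31, limma adjusted p = 0.00674, but 0.0619 with only these groups in the fit; 1.61 with resveratrol, SE 0.31, adjusted p = 0.00791). Fabp4 was above lean with rosiglitazone (1.05, SE 0.20, adjusted p = 0.00514), of uncertain size since its lean mean, like its obese mean, lies near the array medians. With resveratrol Cidec was above lean (0.78, SE 0.15, adjusted p = 0.00791) and Ppargc1a below it (−1.80, SE 0.38, adjusted p = 0.0115). Ppargc1a with rosiglitazone stood at −0.92 from lean and did not pass (adjusted p = 0.226). Without lean control rat 3, 4 of the 7 tested genes of the fixed set gained a call with rosiglitazone, and 2 of 7 with resveratrol. In all, 229 genes differed between rosiglitazone and lean livers (96 higher, 133 lower) and 449 between resveratrol and lean livers (228 higher, 221 lower). Without lean control rat 3 these counts were 412 and 765. The first was 151 without lean control rat 4 or rosiglitazone rat 1. The second was 197 without lean control rat 4, 217 without lean control rat 1, 235 without lean control rat 5 or resveratrol rat 1, 275 without resveratrol rat 2, 290 without resveratrol rat 4 and 293 without resveratrol rat 5.

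Along the axis from obese to lean livers over all tested genes, rosiglitazone livers lay 30.4% of the distance toward lean (jackknife SE 15.3, exact two-sided permutation p = 0.0317). Resveratrol livers lay at −6.52% (SE 6.68, exact permutation p = 0.508). The rosiglitazone value did not pass without lean control rat 2 (exact p = 0.0992), obese rat 5 (exact p = 0.0952), or obese rat 2 or obese rat 3 (exact p = 0.0635). The difference between the treated groups in this measure was not tested. A difference from obese livers shared by both treated groups, measured as the covariance over genes of their fold changes against separate obese rats, was 0.00597 (SE 0.00814, exact permutation p = 0.214) and passed without obese rat 1 (0.0123, exact p = 0.0450).

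Rats of 1 group differed widely in circadian clock genes. The core clock gene Bmal1 spanned 3.48 log2 units among lean controls, 3.36 among obese, 3.63 among rosiglitazone and 2.86 among resveratrol livers. A clock score took 5 genes that peak with Bmal1 (Bmal1, Npas2, Clock, Cry1 and Nfil3) minus 2 of opposite phase (Dbp and Per3). It was chosen after values of clock genes were seen. The score was 0.21 ± 1.54 in obese and −0.71 ± 1.44 in lean livers, a gap that did not pass (exact permutation p = 0.373). With 5 rats per group a difference remains possible. Lean control rats 1, 4 and 5 had the lowest scores of the 20 livers (−1.61, −1.67 and −1.78) and lay lowest on the first principal component. Clock phase and group are thus not fully separated on that component. Over the 20 livers and within groups, the fatty acid oxidation score rose with the clock score (Pearson r = 0.777, permutation p = 0.0001; Spearman rho = 0.770, permutation p = 8.00e-05; r = 0.808 without the 2 livers farthest from the median). This was 1 of 29 list scores set against the clock score (Benjamini-Hochberg adjusted p = 0.00290).

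**Figure D4:**
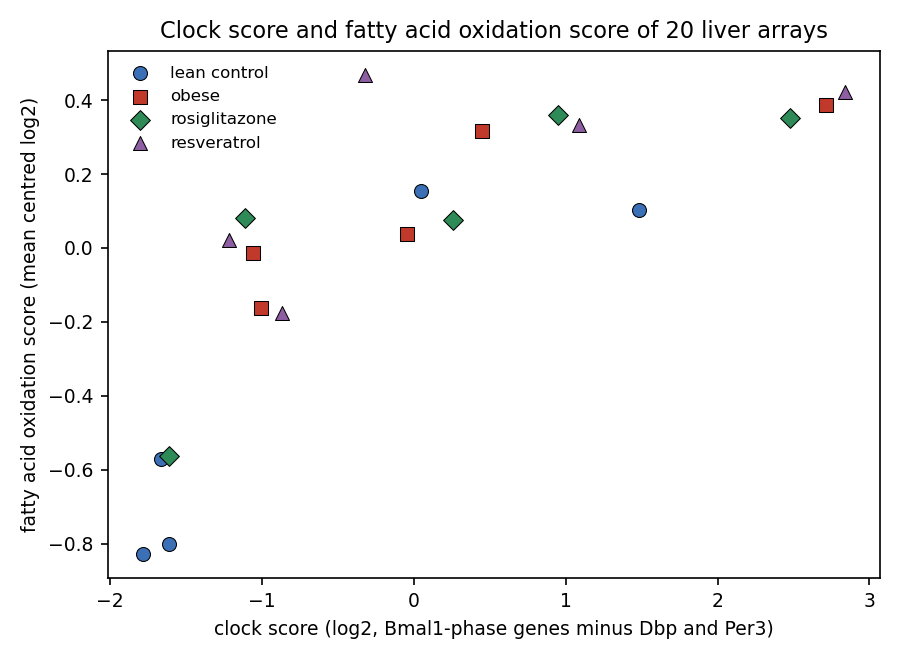
Fatty acid oxidation score (vertical, mean centred log2 expression) against the clock score (horizontal, log2, genes that peak with Bmal1 minus Dbp and Per3) of each of the 20 livers, 1 point per rat, coloured by group. The scores rise together within groups (r = 0.777 after removing group means).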

Values the study reported

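The study's paper says that its array data come from a trial of diet and drugs in diabetic rats. It names no treated group and describes 5 male lean control and 5 male ZDF rats, from which liver, red tibialis anterior muscle and blood gave 30 samples in total. It reports 8801 genes after pre-processing, of which the 2000 most differentially expressed between muscle and liver (p < 0.01) were clustered. The selected model, called CUU, had 19 clusters. The paper puts the share of bicluster genes with roles in the processes it lists at about 20 to 43%.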

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

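The tests of the clock, of lean control rat 3 and of the macrophage markers were chosen only after the results were seen, except those of array scaling and of other splits of the rats. Single rats lay far from the other 4 of their group in 25 of 433 groups of values (Dixon's ratio above 0.71), and chance flags about 1 in 20 groups. These were 17 of 360 groups of named gene values, 7 of 53 groups of list scores and 1 of 20 groups of array measures.

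Obese rat 1 stood apart in Hpd (10.78), Lbp (8.01), Nat8f2 (4.117), the endoplasmic reticulum stress score (0.2853), the oxidative phosphorylation score (−0.003721) and the second principal component (−1.138). Lean control rat 3 stood apart in the cholesterol synthesis genes Idi1 (3.834), Msmo1 (5.972) and Sqle (4.036), and obese rat 2 in Idi1 (5.023). Resveratrol rat 1 stood apart in A2m (8.139), Acadm (9.327) and Srebf1 (6.134), and other resveratrol rats in Cyp2c11 (rat 5, 8.073), the bile acid score (rat 4, −0.4396) and the lipid droplet score (rat 3, −0.09423). Rosiglitazone rat 2 stood apart in Cidec (6.609), Pdk4 (5.742) and the antioxidant score (0.06226), and rosiglitazone rat 5 in Lbp (9.736) and Rps26l1 (2.295). The remaining values were Cox6a1 in lean control rat 1 (8.218), Lyve1 in lean control rat 5 (6.432), the inflammatory cytokine score in lean control rat 5 (0.7976) and the antioxidant score in obese rat 4 (0.1739).

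Rosiglitazone and resveratrol livers differed in 84 genes by a direct test. Probe sets with no gene name here also differed: 79 between obese and lean livers, 36 between rosiglitazone and obese, 51 between rosiglitazone and resveratrol, 107 between rosiglitazone and lean and 251 between resveratrol and lean. They come from 10631 unnamed among 20681 probe sets tested, in which 189, 104, 107, 267 and 554 were called in the same order.

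Over 100 splits of the 10 rats into 5 and 5, the real split gave the most genes in all comparisons but resveratrol against obese. That makes chance an unlikely account of those counts, though 1 in 100 is the smallest share that 100 splits can show. Besides the real split no split reached 172 genes for obese against lean (highest other 141; 1 split as large, the real one), 142 for rosiglitazone against obese (highest other 2), 84 for rosiglitazone against resveratrol (highest other 2), 229 for rosiglitazone against lean (highest other 62) or 449 for resveratrol against lean (highest other 128). For resveratrol against obese 3 splits, the real one included, gave the 1 gene called (highest other 1), so the count does not set the real split apart from those. The highest other counts against lean livers came from splits that put lean control rat 3 with the other group. Chance cannot be excluded for the numbers of gene lists: 5 splits gave at least the 11 lists of obese against lean (highest other 13), 16 the 9 of rosiglitazone against obese (highest other 12), 5 the 9 of resveratrol against obese (highest other 11) and 12 the 9 of rosiglitazone against resveratrol (highest other 12).

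Lean control rat 3 lay near the obese rats. On a scale from the other lean (0) to the obese livers (1), its median position over 517 genes called without it was 0.7763. Single obese rats lay at 0.773 to 0.875 and the other lean rats at 0.030 to 0.213, each placed by the genes called without it. For these rats the lean end included lean control rat 3 itself, which moves that end toward obese. Their positions and its own are thus not on the same scale. The tables argue against a poor array, since its median correlation with the other arrays was the highest (rank 20 of 20), against an exchange with another liver of the series, since no obese or treated liver lay below 0.6459, and against clock phase, since its position stayed at 0.7461 after the clock slope was removed. Over the same 517 genes the rosiglitazone livers lay at 0.646 to 0.776 and every resveratrol liver at 0.903 or above. Lean control rat 3 thus lay at the upper end of the rosiglitazone livers and below all resveratrol livers. The labels give the treated rats no body type, so these positions do not decide its label. For lean control rat 3, a mislabelled obese liver cannot be told apart from a lean rat of unusual expression. Its endothelial score (0.25) lay among the other lean rats (0.18 to 0.32), above all obese rats (−0.26 to −0.09). That list was picked because it passed with this rat counted as lean, so the score cannot weigh against a wrong label. Lean control rat 3 lay over 3 SD from the obese rats toward lean in 23 of 517 genes (4.45%). Single obese rats did in 1 to 3 of 88 to 118 genes (0.847% to 3.41%). Each rat was set against the genes called without it, and this gap was not tested. The label was kept in every comparison of the report.

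Rats of a group spread along the first principal component. Clock phase at tissue collection is a candidate explanation: within groups the clock score went with this component (r = 0.7752, permutation p = 0.00011; rho = 0.773; r = 0.760 without the 2 rats farthest from the median). For the higher fatty acid oxidation genes of obese livers the clock cannot be told apart from the group difference: with the clock score as a covariate their median log2 fold change was 0.3193, against 0.43 without it, which lies between the values that would decide. The list did not pass with an estimated correlation either with the covariate (adjusted p = 0.421, and 1.20e-08 with the preset correlation) or without it (adjusted p = 0.416). Time of collection is not given in the sources used here, and feeding, which shifts these genes too, was not tested.

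Macrophage and Kupffer cell markers were higher with rosiglitazone than in obese livers, and lower in obese than in lean livers with the preset correlation (but adjusted p = 0.145 with an estimated correlation). The tables argue against a lower share of hepatocytes with rosiglitazone, which would raise markers of all other cells alike: the macrophage score rose by 0.5169 more than the mean of the endothelial and stellate scores (exact permutation p = 0.00794). The lymphocyte and neutrophil score, left out of that mean, rose by 0.424. The macrophage rise exceeded it by 0.218, which did not pass (exact permutation p = 0.0714). Chance values of the shared obese rats do not account for the macrophage rise, since the macrophage list was also higher than with resveratrol (median 0.5189), nor does array scaling (lowest median 0.631 with rescaled arrays, against 0.62). Of the 23 tested markers 0 are in another list. Of these, 21 had positive fold changes and 12 were higher by limma, among them the Kupffer cell lectin Clec4f (5.73 in obese and 6.44 in rosiglitazone livers), C1qa (5.64 and 6.24) and Fcer1g (5.62 and 6.32). Cd14 (−0.11, adjusted p = 0.869), the lysozyme Lyz2 (−0.03, adjusted p = 0.987) and the scavenger receptor Msr1 (0.40, adjusted p = 0.177) were among the 11 that did not pass. More macrophages, or more expression per macrophage, may underlie the rise with rosiglitazone, a hypothesis found on these data that was not itself tested. For obese against lean livers, the macrophage change differed from the endothelial change by 0.0686 (exact permutation p = 0.587). The same difference from the stellate change was −0.304 (exact permutation p = 0.0794). A shift in cell shares between obese and lean livers is thus not argued against.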

How the results depend on the processing

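Leaving out both lean control arrays 1 and 3 and the clock score as a covariate were chosen only after the results were seen. No called value of a named gene, list or shift changed sign, and the signs of the other called genes were not compared. Genes called in obese against lean livers moved from 172 to 290 with the percentile 75 filter (fewer genes tested), 27 with only these groups in the fit, 11 at an adjusted p under 0.01, 317 without lean control arrays 1 and 3, and 59 to 517 without 1 array (517 without lean control rat 3, with 284 higher and 233 lower against 65 and 107, and 59 without lean control rat 4). The calls of rosiglitazone against obese moved from 142 to 44 at 0.01 and 69 to 129 without 1 array, and those of rosiglitazone against resveratrol from 84 to 27 and 43 to 71. Rosiglitazone against lean moved from 229 to 110 with only these groups, 93 at 0.01 and 151 to 412 without 1 array. Resveratrol against lean moved from 449 to 159 with only these groups, 255 with a fold of at least 1.5, 46 at 0.01 and 197 to 765 without 1 array. Where fewer arrays, fewer genes or a stricter threshold do not explain a move, the cause was not tested. Me1 was the 1 gene called for resveratrol against obese under all alternatives run (adjusted p = 0.0417 over all probe sets). With quantile normalisation repeated, resveratrol against lean gave 321 higher and 188 lower, against 228 and 221, while all probe sets, named or not, gave the opposite tilt (201 higher and 353 lower).

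Lists called with an estimated correlation were 1 (obese against lean), 5 (rosiglitazone against obese), 0 (resveratrol against obese) and 1 (rosiglitazone against resveratrol), and with fry 6, 5, 0 and 4, against 11, 9, 9 and 9 with the preset correlation of camera. Without 1 array they were 8 to 15, 7 to 11, 5 to 10 (5 without resveratrol rat 5) and 7 to 11. Without the filter the lymphocyte list did not pass for obese against lean, resveratrol against obese or rosiglitazone against resveratrol (adjusted p = 0.0562, 0.258 and 0.107). Clock covariate fits kept all these counts within 1.5 times.

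The shift toward lean with rosiglitazone, as a share, was 0.304, 0.272 with the percentile 75 filter (exact p = 0.0635) and 0.241 to 0.374 without 1 array (exact p = 0.00794 to 0.0992, the highest without lean control rat 2). For resveratrol it was −0.107 to −0.0163, and the shared change 0.00306 to 0.0123 (exact p = 0.0450 without obese rat 1). Of the values of named genes under alternatives, 179 of 1551 lost and 57 gained a call for obese against lean, 113 and 7 of 1305 for rosiglitazone against obese, 33 and 0 of 1209 for resveratrol against obese, 51 and 23 of 1181 for rosiglitazone against resveratrol, 1 and 7 of 153 for rosiglitazone against lean and 0 and 3 of 153 for resveratrol against lean (these include the gene lists).

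The replicate numbers do not pair the rats: same-numbered rats correlated at −0.246 to 0.253 after removing group means, over 0.1 in 5 of 30 pairs, with the own number best in 5. With the replicate number as a block the counts were 152, 108, 1, 73, 194 and 326 (obese against lean, rosiglitazone, resveratrol against obese, rosiglitazone against resveratrol, then rosiglitazone and resveratrol against lean), and the shifts 0.320 (exact p = 0.0159) and −0.00233 with a shared change of 0.00887. No count moved by over 1.5 times and no shift changed its call, but Ppargc1a (adjusted p = 0.0563), Cox6a1 (0.0563), Xbp1 (0.0510), Cdh5 (0.0659) and Ndufs7 (0.0601) did not pass for obese against lean, nor Stat3 (0.0841), Nqo1 (0.0559), Nat8f2 (0.0677) and Vwf (0.0771) for rosiglitazone against obese. Signal over background was not tested, and 40.8% of changes of 0.5 log2 were recovered in simulation.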

Other observations

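The tests of immediate-early genes and of other lists against the clock were chosen only after the results were seen. Growth hormone and male-pattern genes fell as the clock score rose within groups (r = −0.736, adjusted p = 0.00493 over 29 lists; rho = −0.737; r = −0.758 without the 2 rats farthest from the median), and lipid droplet genes rose with it (r = 0.644, adjusted p = 0.0247; rho = 0.719; r = 0.689). Bile acid genes fell with it (r = −0.664, adjusted p = 0.0339; rho = −0.698; r = −0.506), and with fatty acid oxidation these were the 4 lists of 29 that passed by r (10 passed by rho). The endothelial decrease of obese livers was −0.53 with the clock score as a covariate (adjusted p = 0.00620 with an estimated correlation), against −0.47 without it. The growth hormone decrease was −0.35 with the covariate, against −0.49 (adjusted p = 0.0462 against 0.0157 with the preset correlation, and 0.207 against 0.145 with an estimated one), and the lipid droplet increase 0.11, against 0.16 (adjusted p = 0.0246, but 0.422 with an estimated correlation).

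Nr4a1 (−3.10), Nr4a2 (−1.38) and the kinase Sik1 (−1.47, SE 0.27, limma adjusted p = 0.0125; named after its value was seen) are induced within minutes of hormonal or handling stimuli and were lower in obese livers. A wider difference in immediate-early genes may underlie this. Of 20 other such genes 17 lay lower in obese livers with a median of −0.42, but 0 passed by limma and the list did not pass with an estimated correlation (camera p = 0.1818, and 0.000370 with the preset correlation). Against lean livers 17 of the 20 were also lower with rosiglitazone (median −0.83, 3 passing, camera p = 0.0399 with an estimated correlation, not adjusted for the 6 comparisons), and 15 with resveratrol (median −0.30, 2 passing, camera p = 0.367 with an estimated correlation), which leaves the question open.

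Macrophage and hepatocyte scores moved apart between obese and rosiglitazone livers: macrophage 0.642 (exact permutation p = 0.00794, the smallest that these groups allow), lymphocyte 0.424 (exact p = 0.00794), endothelial 0.173 (exact p = 0.111), stellate 0.0761 (exact p = 0.389) and hepatocyte 0.00857 (exact p = 0.825). The inflammatory cytokine score was highest in lean control rat 5 (0.80), resveratrol rat 4 (0.76), resveratrol rat 5 (0.65) and rosiglitazone rat 5 (0.46).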
